A study of Danio rerio with 2 samples.

How the data were processed

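The series holds CUT&Tag libraries from cells of dissociated zebrafish heart ventricles, labelled as platelets, and 1 list of peaks. Of the libraries, 1 was labelled control and 1 Npas4l-HA OE, and both were made with an antibody to the HA tag. Samples were grouped by their titles. The peak list has 10 columns and no header, and neither it nor the labels name the aligner, the peak caller, its version, the filters or the genome build. The layout and row names are those of MACS2 narrowPeak output. The sequence names (25 numbered chromosomes, the mitochondrial sequence and KN and KZ scaffolds) are of the kind used with the GRCz11 assembly, but the build is not recorded, and coordinates are given as deposited, counted from 1.

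The authors deposited, for each peak, a fold enrichment at the summit, a -log10 p and a -log10 q, and a score. The fold is a ratio over the background that the authors' peak caller estimated. The deposited score equalled 10 times the -log10 p, truncated to a whole number, in all rows except 1, and the lowest -log10 p was 1.304, so a p of 0.05 bounded the list. The authors' deposited values are the peaks' own; they were used to describe, rank and filter peaks within the list. The narrowest peak was 154 bp and the smallest gap between neighbours 155 bp. Whether libraries were pooled, and whether duplicates were removed, is not stated; PCR duplicates that were kept would raise pileups.

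The values were taken apart as follows. MACS2 writes the fold as (t + 1)/(b + 1) and the p as the Poisson probability of more than t fragments at a background b, where t is the overexpression pileup at the summit. For every row, each whole number t up to 3000 was tried, b was solved from the fold, and the t whose -log10 p lay nearest the deposited one was kept. It matched within a relative difference of 5e-05 for 192839 rows; the largest difference was 5.96e-05, and 1 row had more than 1 match. The backgrounds above the genome-wide value of 0.994 were whole multiples of 0.552 (1 control fragment over the summit), of 0.0851 (1 in 1 kb) or of 0.00851 (1 in 10 kb). All 97248 backgrounds between the genome-wide value and 2 lay on such a multiple, against 1.65% of random values. The background came from the summit for 78492 peaks, from 1 kb for 36065, from 10 kb for 19163 and from the genome-wide value for 59121. The ratio of the steps gave a mean fragment length of 154.1 bp. These steps mean that a control library was used and scaled by 0.552; that it was the sample labelled control follows only from the labels. The ratio of the libraries is t over b, with nothing added. A floor of 3 control fragments was used where fewer lay behind a fold.

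On simulated data, 4000 simulated peaks with known pileups were all recovered (100%). The one-sided exact binomial test of t against the control fragments behind b gave a p under 0.05 for 4.14% of 20000 simulated positions without a difference. Those positions had more fragments than most listed summits and another scale, and they were not picked as maxima. The 4.14% therefore does not measure the error at selected summits of few fragments. The binomial test was applied only where b lay above the genome-wide value. Peaks at that value kept the Poisson p, so they pass by construction. The binomial p counts t or more fragments, whereas the Poisson p counts more than t, so the binomial p is stricter in that way too. Random fragments were placed on 5 sequences, 100 Mb in total, at the densities above and with 1 fragment length. Positions with a p under 0.05 were joined over gaps of up to a fragment length and kept when at least that long, with the background taken as the maximum of the genome-wide, summit, 1 kb and 10 kb values. In a separate simulated sequence, this caller found all 100 planted sites (100%). Each site was given far more fragments than the median listed summit, so the recovery says little about sites of few fragments. The caller assumes an even, fully mappable genome. It put 24.5% of its peaks at the genome-wide background, and 30.8% of the listed peaks on chromosomes stood there. Other depths (0.9, 0.95 and 1.1 times) and variable lengths were tried.

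Intervals for shares are Wilson 95% intervals. Those for the ratio at a single peak come from exact Clopper-Pearson limits, and those for median ratios come from a bootstrap over peaks. With 1 library per group no test across samples was possible, and peaks were not treated as replicates of a condition. The bootstrap and the permutation test resampled peaks of these libraries as units, although neighbouring peaks are not independent. Chromosome densities use the end of the last listed peak as the chromosome's length. The design and its alternatives were fixed before the data were examined. Of that design, only the number of peaks and the 5 peaks with the highest fold enrichment were analysed. The results on depth, random fragments, the control's counting error, high backgrounds, stretches and chromosome 4 were not part of it. The rule for named items was the 5 peaks with the highest deposited fold enrichment, the 10 genes with the highest peak within 1 kb of a start site, and fixed genes. Its gene parts, and the 5 results on start sites, gene features, motifs, gene lists and transgene sequence, need a genome and annotation of the list's build and were not analysed here. Alternatives chosen after seeing the data cover thresholds, stretch sizes, the control's counting error and the simulated depth. The gene table at hand describes GRCz12tu, another assembly: 278 listed peaks on chromosome 4 lie beyond its last gene there. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.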

Results

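CUT&Tag uses an antibody to direct the Tn5 transposase to a protein on chromatin, so that the DNA around it is cut and sequenced. Here the antibody was raised against the HA peptide tag, and the profiles were made from cells of dissociated adult zebrafish heart ventricles, labelled as platelets. Each sample pooled 30 ventricles. The pelleted material consisted largely of platelets and erythrocytes. There were 2 samples. The overexpression sample carried a transgene for HA-tagged Npas4l behind a ubiquitin promoter and a loxP-flanked stop, a transcription factor of the bHLH-PAS family encoded by the gene known as cloche, together with a gata1a-driven, tamoxifen-inducible Cre recombinase. The control sample carried the Cre transgene alone, so that signal from the HA antibody in it measured background. Each group had 1 sample, and both samples' labels pointed to the same list of peaks. There were no replicates, so no difference below was set against replicate error, and every test on the fragments compared these 2 libraries, not the conditions.

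The comparison asked where in the genome the HA antibody recovered more DNA from the overexpression cells than from the control cells. The list held 192841 peaks. Of these, 189031 lay on the 25 assembled chromosomes, 3799 on 737 unplaced scaffolds and 11 on the mitochondrial sequence. The median peak width was 222 bp, with quartiles of 184 and 307 bp, and the widest peak spanned 6350 bp. No peak overlapped another. In the authors' deposited table the median fold enrichment was 2.38, the quartiles were 2.01 and 2.80, and the highest value was 11.5. The lowest -log10 p in the authors' deposited table was 1.304, just above the 1.301 that corresponds to a p of 0.05.

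Most listed peaks did not pass a correction for multiple testing. In the authors' deposited table, 10580 peaks had a q of 0.05 or less, which is 5.49% of the list (Wilson 95% interval 5.39% to 5.59%). A q of 0.01 or less was reached by 5178 peaks. A -log10 q of 5 or more was reached by 1440 peaks, or 0.747% of the list, and a fold enrichment of 5 or more by 584 peaks. These last 2 sets shared 231 peaks. The -log10 q was listed as 0 for 55951 peaks, 29.0% of the list. Of the alternatives tried, the fold enrichment threshold lowered the count most, from 192841 to 584.

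The depth behind each peak was read from the list itself. The deposited fold enrichment and p-value of a peak fixed both the number of overexpression fragments over its summit and the background taken from the control. A whole number of overexpression fragments reproduced both values for 192839 of the 192841 peaks. The background never fell below 0.994 fragments, which was the genome-wide value, and 30.7% of peaks stood at it. Each control fragment over a summit added 0.552 to the background, so the control library was 1.81 times as deep as the overexpression library and had been scaled down. The genome-wide value corresponded to 6.45 overexpression fragments and 11.7 control fragments per kb of the effective genome size. The total number of fragments in each library was not recorded.

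At this depth the peaks rested on few fragments. The median summit was covered by 5 overexpression fragments, with quartiles of 4 and 6, and 133603 peaks (69.3%) had 5 or fewer. At the genome-wide background, 3 fragments were enough for a place in the list, 7 reached the p-value that went with a q of 0.05, and 11 reached a -log10 q of 5. Among peaks with a q of 0.05 or less, the median summit had 9 overexpression fragments over a background of 1.53.

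As a measure of what this depth gives without any binding, fragments were placed at random at the same density in both libraries, and peaks were called by the same rules. The random fragments gave 159 ± 3.58 peaks per Mb (SD, n = 5 simulated sequences). The list held 140.5 peaks per Mb of chromosome. Past the p-value that went with a q of 0.05, the random fragments gave 1.73 ± 0.275 peaks per Mb (SD, n = 5), and the list held 7.53. Past the p-value of a -log10 q of 5 there were 0 peaks in 100 Mb of random sequence, which allows up to 0.03 per Mb, and the list held 0.970. The simulated sequence is even and does not model regions of high background. At backgrounds under 2 times the genome-wide value the list held 0.103 per Mb at that level. A fold enrichment of 5 or more occurred at 0.421 peaks per Mb in the list and at 0.01 ± 0.022 (SD, n = 5) among random fragments, which is a single peak in 100 Mb. The random density of all peaks moved most, to 123 per Mb, below that of the list, when the depth was set to 0.9 times the nominal; at 1.1 times it was 189.5.

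**Figure D1:**
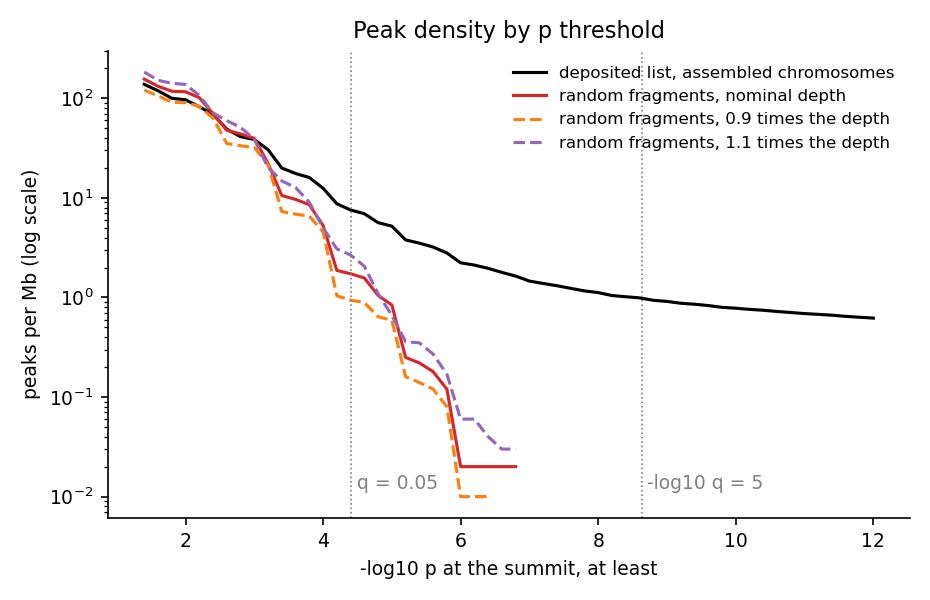
Number of peaks per Mb (log scale) whose summit had at least the -log10 p on the horizontal axis. Solid lines show the deposited list on assembled chromosomes (black) and random fragments at the nominal depth (red). Dashed lines show random fragments at 0.9 and 1.1 times that depth, with the genome-wide background unchanged. Dotted lines mark a q of 0.05 and a -log10 q of 5. The curves run close together at the left, and at a q of 0.05 the list held 7.53 peaks per Mb against 1.73 for random fragments.

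The p-values in the list treat the background as known without error. The counting error of the control fragments was included with a one-sided exact binomial test of the 2 libraries at the peaks whose background lay above the genome-wide value. Of the 8703 such peaks with a q of 0.05 or less, 2326 (26.7%) still reached the p-value that went with that q. The other 1877 stood at the genome-wide background, where no control count enters and the Poisson p was left unchanged. Both together made 4203 of the 10580 peaks. For a -log10 q of 5, 797 of the 1391 peaks above the genome-wide background (57.3%) still reached the level. With the 49 left unchanged this made 846 of 1440. The binomial p counts the observed number of overexpression fragments or more, whereas the listed p counts more than that number. Part of each loss can come from this difference, and it was not separated from the control's counting error.

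The peaks with the lowest q lay mostly where the control library was also high. Of the 1440 peaks with a -log10 q of 5 or more, 1188 had a background of at least 5 times the genome-wide value, which is 82.5% (Wilson 95% interval 80.5% to 84.4%). The share was 3.54% (3.46% to 3.62%) over the whole list, and it was 5.31% (3.76% to 7.44%) among the 584 peaks with a fold enrichment of 5 or more. The median summit with a -log10 q of 5 or more had 82 overexpression fragments over a background of 28.7. A Poisson p falls at a given ratio as the background rises: 11 fragments were needed over the genome-wide 0.994, so the q threshold itself favoured high backgrounds. Only 49 of these 1440 peaks stood at the genome-wide background. These intervals cover counting error alone, and fragments amplified by PCR are not strictly independent molecules.

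Where the control was high, the overexpression library was higher still at the listed positions. At the 1257 nuclear peaks whose background was at least 20 times the genome-wide value, the median ratio of overexpression pileup to scaled control was 2.49 (95% bootstrap interval over peaks 2.44 to 2.53), with quartiles of 1.93 and 3.02. At a minimum of 50 times the genome-wide value the median was 2.71, the setting that moved it most upward, and at 10 times it was 2.30. The list holds only positions where the overexpression library exceeded the control; at a background of 100 fragments a ratio of 1.17 was enough for a place in it. The 11 mitochondrial peaks, with backgrounds from 907 to 1355 fragments, had a median ratio of 1.13 and a range from 1.07 to 1.403.

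**Figure D2:**
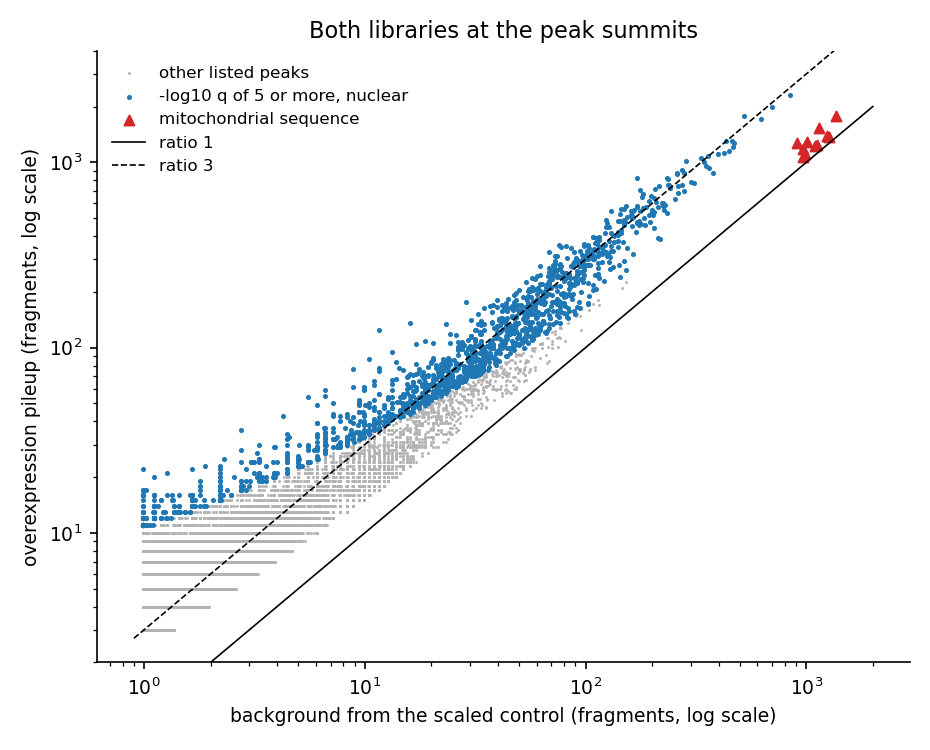
Overexpression fragments over each peak summit against the background from the scaled control, both on log scales, for nuclear peaks with a -log10 q of 5 or more (blue), mitochondrial peaks (red triangles) and all other listed peaks (grey), with lines at ratios of 1 and 3. Most blue points lie at backgrounds above 5 fragments and near the line for a ratio of 3, and the mitochondrial peaks lie between ratios of 1.07 and 1.403.

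These peaks were clustered. When the genome was divided into stretches of 100 kb, 14238 stretches held at least 1 peak, and 37 of them (0.260%) held 50.1% of the peaks with a -log10 q of 5 or more. Each of the 37 held at least 10. The densest, on chromosome 2 between 19.4 and 19.5 Mb, held 40 such peaks with a median background of 57.4 fragments and a median ratio of 2.94. The next, on chromosome 10 between 16.8 and 16.9 Mb, held 33 with a median background of 108.8 fragments and a median ratio of 2.78. The lowest p-value on an assembled chromosome belonged to a peak on chromosome 11 from 15112489 to 15115678, named here after its value was seen. Its summit had 1992 overexpression fragments over a background of 696.5, a ratio of 2.86 (95% exact interval 2.66 to 3.07).

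**Figure D3:**
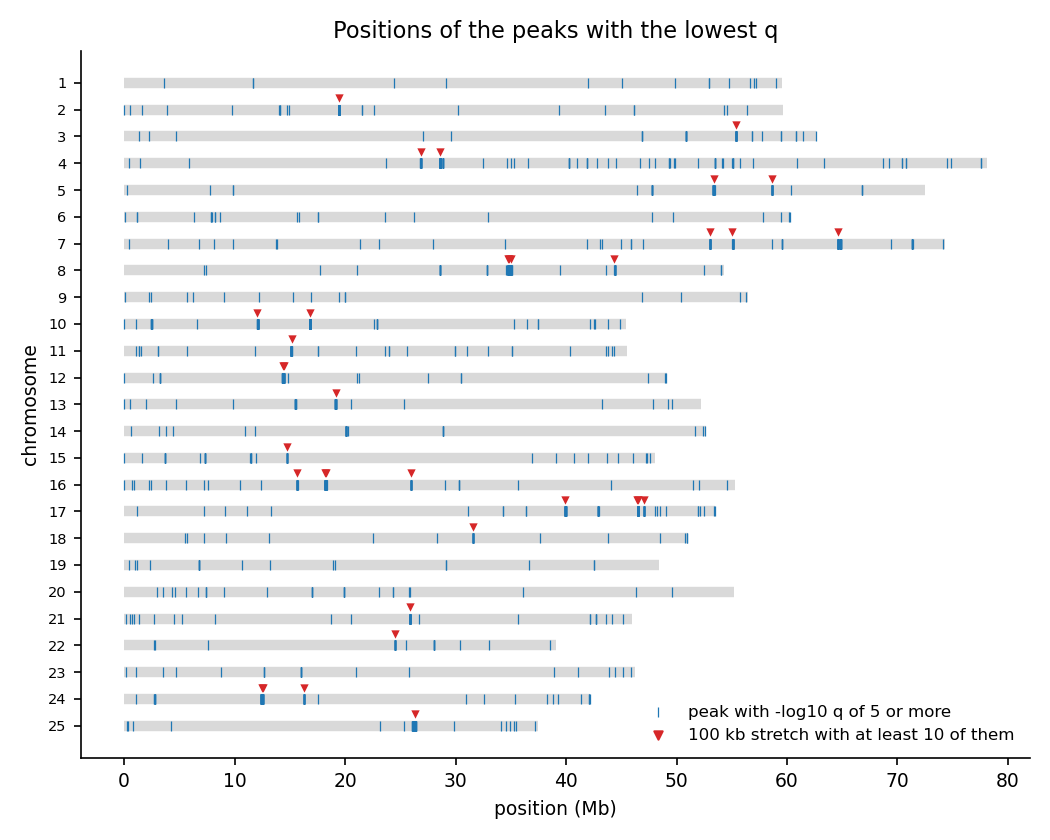
Positions in Mb, along the 25 chromosomes, of the peaks with a -log10 q of 5 or more (blue ticks), and of the 100 kb stretches that hold at least 10 of them (red triangles); grey bars run to the last listed peak of each chromosome. The peaks fall in tight groups, and 37 stretches, scaffolds included, hold 50.1% of them.

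The 5 peaks with the highest fold enrichment lay at lower backgrounds, from 0.994 to 11.6 fragments. In the authors' deposited table, the highest value, 11.5, belonged to a peak on chromosome 4 from 23741378 to 23742022. Its summit had 22 overexpression fragments at the genome-wide background, so that at most 1 control fragment covered it. Against a floor of 3 control fragments it was at least 13.3-fold higher in the overexpression library, before the counting error of the 22 fragments. The second, on chromosome 17 from 34270694 to 34271212, had 20 overexpression fragments against 2 control fragments and a fold enrichment of 9.98 in the authors' deposited table. By the same floor the counts differed 12.1-fold, and the 95% exact interval of their ratio ran from 4.40 to 159.8. The third lay on chromosome 12 from 14325934 to 14327726, with 124 overexpression fragments against 21 control fragments, a ratio of 10.7 after scaling (95% exact interval 6.70 to 17.9). It was 1 of 12 peaks with a fold enrichment of 5 or more in the same 100 kb. The fourth lay on chromosome 3 from 60840350 to 60840685, with 36 fragments against 5 and a ratio of 13.0 (5.10 to 42.6). The fifth lay on chromosome 9 from 2399779 to 2400609. Its 21 overexpression fragments stood over a background set by 15 control fragments in the surrounding 1 kb, a ratio of 16.4 (8.08 to 34.3). With the counting error of the control included, the one-sided exact binomial -log10 p was 6.97 for the peak on chromosome 17, 34.6 for chromosome 12, 11.2 for chromosome 3 and 14.0 for chromosome 9. The lowest deposited -log10 p that went with a -log10 q of 5 or more was 8.63. The peak on chromosome 17 fell below that level, and those on chromosomes 12, 3 and 9 stayed above it. The level comes from a p that counts more than the observed fragments, whereas the binomial p counts the observed number too. That difference alone lowers the binomial -log10 p. The order by fold enrichment depended in part on the 1 fragment that the deposited value adds to both libraries. Without it the peak on chromosome 12 ranked 95, and that on chromosome 3 ranked 26. The peaks on chromosomes 4 and 17 stayed at ranks 1 and 2, and that on chromosome 9 ranked 6. The genes at these positions were not analysed here.

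Chromosomes differed little in the density of all peaks. The 24 chromosomes other than chromosome 4 averaged 139.7 ± 4.79 peaks per Mb (SD over chromosomes, n = 24), from 125.0 on chromosome 22 to 146 on chromosome 8, and chromosome 4 had 148. For peaks with a q of 0.05 or less, chromosome 4 had 11.4 per Mb against 7.29 ± 0.985 (SD, n = 24) on the others, 1.56 times their mean and above the highest of them, chromosome 8 at 9.34. For a fold enrichment of 5 or more the ratio was 1.04, within the spread of the other chromosomes. For a -log10 q of 5 or more, chromosome 4 had 1.38 per Mb and ranked 7, within the range of the others (0.252 to 1.95). Along chromosome 4, the density of peaks with a q of 0.05 or less was 2.4 to 8.4 per Mb in the 5 Mb bins of the first 25 Mb, and 9.2 to 21.2 per Mb in the bins from there to the end.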

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

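Of the alternatives fixed in advance, 4 were run, all on the number of peaks. The other 20, on start sites, gene features, motifs, gene lists and transgene sequence, need a genome or annotation of the list's build and were not run. All further alternatives were chosen after seeing the data.

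The number of peaks, 192841, stayed within 1.5 times on assembled chromosomes alone (189031) and with overlapping peaks merged (192841). It fell to 10580 at a q of 0.05, 5178 at a q of 0.01, 1440 at a -log10 q of 5 and 584 at a fold enrichment of 5. The binomial test includes the counting error of the control and, unlike the listed p, counts the observed number of fragments itself. It lowered the 10580 peaks to 4203 and the 1440 to 846. Of these, 1877 and 49 stood at the genome-wide background and kept their p unchanged. Keeping only backgrounds under 5 times the genome-wide value left 252 of the 1440. These lower counts follow from stricter thresholds or from the stricter binomial test. The 252 follow from leaving out the peaks at high background.

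The share of -log10 q 5 peaks with a high background, 82.5%, was 74.4% at 10 times and 60.8% at 20 times the genome-wide value, and 89.8% with the control's counting error. It was 20.1% for peaks with a q of 0.05 or less and 5.31% for a fold enrichment of 5 or more. The median ratio of the libraries, 2.49, was 2.30 at 10 times and 2.71 at 50 times. The number of stretches that hold 50% of the peaks, 37, ranged from 33 to 47 with other stretch sizes and was 1552 for peaks with a q of 0.05 or less. The excess on chromosome 4, 1.56, was 1.06 for all peaks, 1.04 for a fold enrichment of 5 or more, 1.35 with the control's counting error, 1.44 for a -log10 q of 5 or more and 1.45 at backgrounds under 5 times. The cause of these shifts was not tested.

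The random density, 159 per Mb, was 123, 141 and 189.5 at 0.9, 0.95 and 1.1 times the depth, with the genome-wide background unchanged. With variable lengths it was 169. At 0.9 times the depth it fell below the list's 140.5. At the q 0.05 level, 1.73 per Mb became 0.94, 1.32 and 2.67 at these depths. Of 15 alternative ranks of the 5 named peaks, 13 lay past rank 5. With about 1 overexpression fragment over an average position, fewer than 7 fragments at a summit could not reach a q of 0.05.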

Other observations

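All tests in this part were chosen after the results they concern had been seen.

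The list is about as long as chance would make it. Random fragments at the nominal depth gave 159 peaks per Mb by the same rules, and the list holds 140.5. Chance clustering of fragments at this depth may therefore account for most listed peaks. The likeness is one of totals: the median summit had 4 fragments among random peaks and 5 in the list. From a -log10 p of 2.2 upward the list held 82.4 peaks per Mb against 101.65, but from 3.4 upward it held 19.9 against 10.6. The simulated genome is even and fully mappable, so it bears only on positions of low background. At backgrounds under 2 times the genome-wide value the list holds 4.66 peaks per Mb with a q of 0.05 or less, against 1.73 at any background from random fragments. For a -log10 q of 5 or more it holds 0.103 per Mb there (139 of the 1305 such peaks on chromosomes), against 0 in 100 Mb of random fragments, which allows up to 0.03. Chance in an even genome is argued against as the whole cause of these low-background peaks. For the peaks at high backgrounds the random fragments decide nothing.

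The peaks with the lowest q lie where the control is also high. That they do so is in large part set by the Poisson p, which falls at a given ratio as the background rises, so the tests bear on why the overexpression library exceeds the control there. Sequence of many copies, which would raise both libraries alike, is argued against as the whole cause: the median ratio was 2.49 at nuclear peaks with a background of at least 20 times the genome-wide value, above the highest ratio, 1.403, of the 11 mitochondrial peaks. The mitochondrial share of a library can itself differ between samples, and the list leaves out positions where the libraries were alike. A difference in copy number between the 2 lines stays open. Leaving the counting error of the control out of the p-values is also argued against as the whole cause. With that error included, 64.0% of the 1188 peaks with a high background kept the p-value of a -log10 q of 5. All of them (100%) kept that of a q of 0.05, which says little because they were chosen at the stricter level. Of the 203 peaks with a lower background above the genome-wide value, 18.2% kept the stricter level. The binomial p also counts the observed number of fragments itself, which the listed p does not. The control's counting error alone would therefore leave at least these shares. A single gain of the overexpression library, equal in all stretches of high background, was tested on 103 stretches with at least 5 peaks each and 1526 peaks in total. Peaks were put in 3 classes of background, and the median of its class was subtracted from each peak's log2 ratio. The SD of the stretches' medians of this difference was 0.289. When peaks were permuted between stretches within the classes, the median of that SD was 0.171. The permutation p was 0.0001, the smallest that 10000 permutations can give. Neighbouring peaks are not independent, so this p overstates the evidence. The 3 classes are broad, so differences of background within a class could add to the spread. Without the subtraction, the median ratios of the stretches ran from 1.38 to 3.52. What stays open and untested is a library-wide difference in cutting of accessible chromatin that varies between regions, a difference in cell composition between the samples, and binding of the HA-tagged protein. With 1 library per group these cannot be separated here.

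Chromosome 4 held 889 peaks with a q of 0.05 or less. It did not stand apart for a -log10 q of 5 or more, where it ranked 7. A higher control background there was tested as the cause. At the rates of the other chromosomes for the same background, its 11567 listed peaks would give 707, and at their overall rate 602, so 63.4% of the excess remained. Observed over expected was 126% there, above each of the other 24 chromosomes, which ran from 80.5% to 107.8% (SD 7.24). The background as the whole cause is therefore argued against, and part of the excess goes with it. No biological explanation was tested.

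A stretch of chromosome 12, between 14.3 and 14.4 Mb, held 12 of the 584 peaks with a fold enrichment of 5 or more. No other of the 550 stretches with such a peak held more than 4. The 12 summits lie between 14325242 and 14368451, with 29 to 124 overexpression fragments, backgrounds from 3.87 to 18.8 and ratios from 5.51 to 10.7. Their median width was 1686 bp, against 361.5 bp for all peaks with such a fold. The 32 peaks of the stretch with a -log10 q of 5 or more had a median ratio of 4.64 (95% bootstrap interval 3.32 to 5.61), the highest of the 37 stretches with at least 10 such peaks. Over its 36 peaks with a background of at least 10 times the genome-wide value, which leave out 7 of the 12, the median ratio was 2.38. The median of such medians over the 103 stretches tested above was also 2.38, so by this measure the stretch was typical. Over all 58 listed peaks of the stretch on chromosome 12 the median ratio was 3.05. Over the 46 with a fold enrichment under 5, a set chosen for lower ratios, it was 2.48. Whether the whole stretch was raised was not tested. This stretch was singled out after its values were seen, and no explanation was tested.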
